# Tracking disease progression by searching paths in a temporal network of biological processes

**DOI:** 10.1371/journal.pone.0176172

**Published:** 2017-04-27

**Authors:** Rajat Anand, Samrat Chatterjee

## Abstract

Metabolic disorders such as obesity and diabetes are diseases which develop gradually over time through the perturbations of biological processes. These perturbed biological processes usually work in an interdependent way. Systematic experiments tracking disease progression at gene level are usually conducted through a temporal microarray data. There is a need for developing methods to analyze such highly complex data to capture disease progression at the molecular level. In the present study, we have considered temporal microarray data from an experiment conducted to study development of obesity and diabetes in mice. We first constructed a network between biological processes through common genes. We analyzed the data to obtain perturbed biological processes at each time point. Finally, we used the biological process network to find links between these perturbed biological processes. This enabled us to identify paths linking initial perturbed processes with final perturbed processes which capture disease progression. Using different datasets and statistical tests, we established that these paths are highly precise to the dataset from which these are obtained. We also established that the connecting genes present in these paths might contain some biological information and thus can be used for further mechanistic studies. The methods developed in our study are also applicable to a broad array of temporal data.

## 1 Introduction

High throughput data like Microarray [1, 2] or RNAseq [3] are used to study systematically a disease condition or how organism is responding to different conditions of the experiment [4]. To study a disease condition from such a high throughput data, instead of looking at expression levels of each gene one by one, it is more informative to look at biological processes perturbed at different experimental conditions [4]. The list of biological processes perturbed in a given experiment can be found by clustering/biclustering the microarray data using relevant algorithms [5, 6]. One can then find biological processes significantly enriched in each cluster using tools such as enrichr [7]. Other methods such as Gene Set Enrichment Analysis [8] finds processes/gene lists which significantly correlate with a phenotype of interest. Methods such as Gene Network Enrichment Analysis [9] finds high transcriptionally affected sub network in a PPI network and looks for significant overlap with a biological process and gives biological processes perturbed at multiple conditions.

Similar methods have been used to study disease condition by identifying significantly perturbed biological processes in different stages in a disease progression. For example, Sun, et al., [10] measured gene expression of different tissues taken from normal and diabetic rats grown for 20 weeks starting from 4 weeks and sacrificed at every 4 weeks. They identified differential expression networks for different time points and found pathways enriched in those networks. In another study, He, et al., [11] looked at molecular mechanisms underlying the hepatocarcinogenesis (HCC) induced by Hepatitis C Virus (HCV) infection. They took the six pathologically defined disease stages in the development and progression of HCC after HCV infection. They found significant functions represented by the progression related sub networks. Tomlins, et al., [12] studied prostate cancer progression by extracting signature genes whose expression significantly correlate with samples representing cancer progression. That is, high/low expression of signature genes in samples representing starting of progression, gradually going to low/high expression in samples representing end of progression. Then, they linked the signature genes with a database of molecular concepts i.e. sets of biologically linked genes. Another study have analysed the temporal respose of human islet cells and rat INS-1E cells to cytokines and inferred a regulatory network from human time expression datasets to select genes for experimental validation [13].

However, as far as we know, no such study has been done to link given such lists of perturbed processes at respective stages in a disease progression. Linking such processes temporally could provide a view of how processes perturbed initially lead to processes perturbed at a later time point in a disease development. Thus, we have used here a temporal microarray data obtained from a mice liver as it was fed on high fat high sucrose diet and progressed towards obese condition. We found the lists of biological processes perturbed at different time points. Then, we constructed a network of biological processes where the processes are connected through common genes. From this network, we have identified links between biological processes that are perturbed at respective time points. These linked biological processes, defined here as paths, connect initial to the final perturbed processes. These paths helped us to study disease progression temporally at a process level and may be used to identify key genes involved in obesity disease progression.

## 2 Results

### 2.1 Gene set enrichment analysis to find perturbed processes

The details of the experiment conducted and processing of the data is given in Materials and Methods: Processing of Microarray Data. A heat map of the microarray data showing the gene patterns is shown in Fig 1A. To find the processes represented by the genes perturbed at each time point of the experiment, we used gene set enrichment analysis method. For this method, we used a list of biological processes [14] present in enrichr database [7] and processed it (Materials and methods: Gene Ontology Biological Process List) to get in 816 process represented by 10346 genes. In the gene set enrichment analysis, briefly, for each time point, the genes are first sorted by the absolute values of fold change in descending order to get a sorted gene list. Then, it was checked whether the genes belonging to a biological process (a gene set) are significantly present at the top of the list or not by calculating the running sum, the enrichment score (es), the normalized enrichment score (nes) and the pvalue (Materials and methods: Calculation of es, nes and pvalues). For example, a process whose gene set enrichment analysis gave high nes value at Day1, the es value was calculated using the running sum, see Fig 1B top panel. Second panel of Fig 1B depicts the instances where the genes of this set are appearing in this ordered list. The third panel of Fig 1B shows the absolute log fold change values of genes in the ordered list. Most instances of genes of this set are present towards left which results in high es and nes value and signifies that most genes of this process are perturbed. This can be seen more clearly for another process in S2 Fig. We repeated this procedure for each of the 816 biological processes and for each one of the time point (Fig 1C).

**Fig 1:**
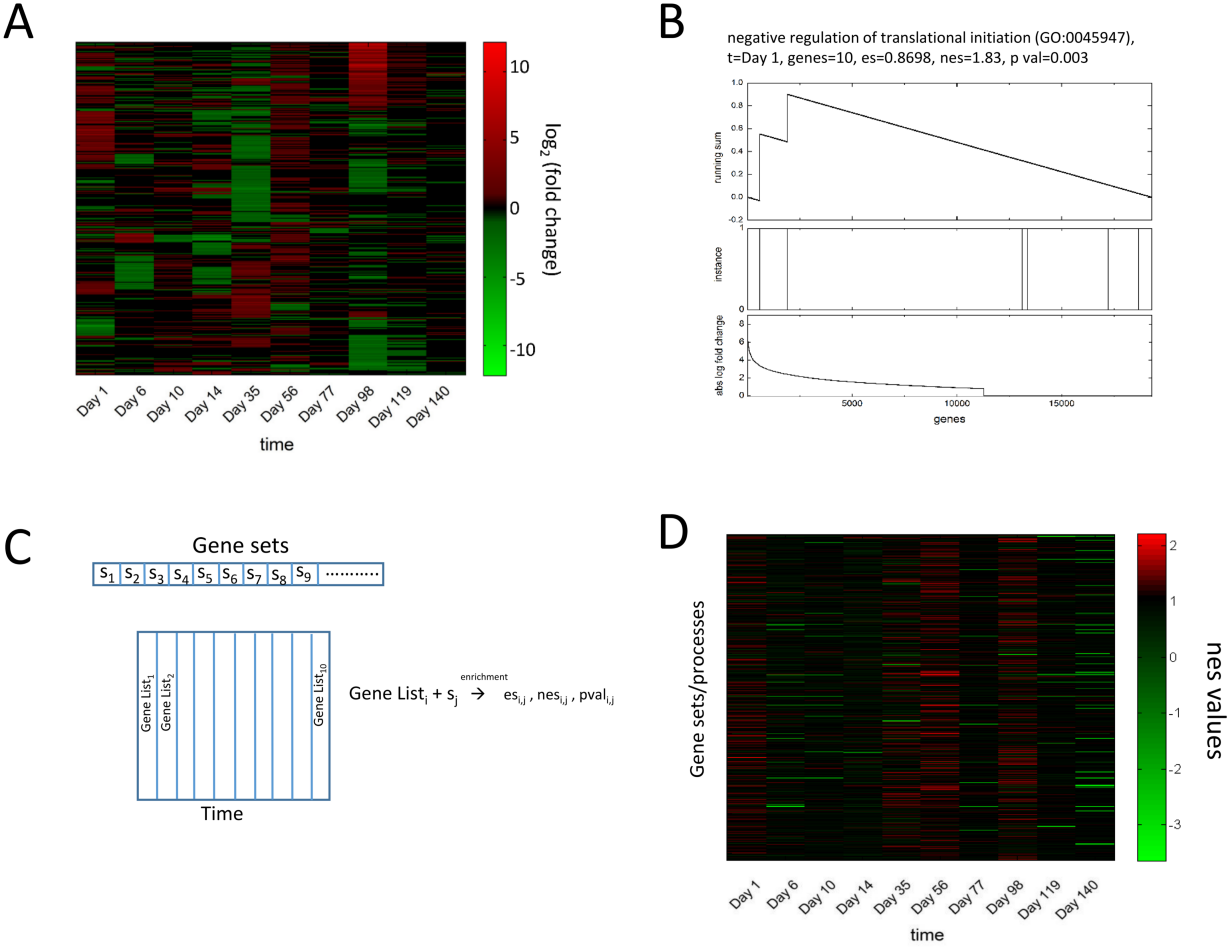
Gene set enrichment analysis to find perturbed biological processes at each time point. (A) Heatmap of the microarray data is shown with x axis as time points, y axis as genes (19303 in total) and color representing fold change (log2 transformed). The heatmap is shown after hierarchical clustering of the data using an algorithm by eisen et al. [5]. (B) An example of gene set enrichment analysis method is shown for a process receiving high nes value at Day 1. The running sum used to calculate es values is shown along with instances of genes of the biological process along the ordered gene list. The ordered gene list is obtained by sorting all the genes according to the absolute log fold change values of genes at Day 1. The absolute log fold change values are also shown. The process contains 10 genes and is highly perturbed at Day 1. (C) Ordering the genes (total 19303) according to fold change values at each time point gives different gene lists for each time point. For each such gene list and each gene set in our database of biological processes, we use the procedure given in (B) to obtain es, nes and pvalues. (D) The nes values obtained using procedure in (B) and (C) for gene lists for each time point and 816 gene sets can be represented in matrix form and is shown as a heatmap.

This resulted in matrices of es, nes and pvalues. The matrix consisting of nes values of dimension 816 X 10 is shown as a heatmap in Fig 1D. We plotted these nes values for all processes for all time points against their corresponding p values in S3A Fig. The plot shows that processes with high nes values have low p values and so, they are significantly perturbed as expected. Hence, the average absolute fold change of these processes would be high which is confirmed in S3B Fig. This increased our confidence of using high nes value processes in filtering significantly perturbed processes in our analysis. Fig 1D shows that more processes are perturbed in Day 1, Day 35, Day 56 and Day 98 which correspond to large perturbed genes on those time points seen in Fig 1A. To look at actual processes perturbed at each time point, we chose top 5 processes with highest nes values from each time point and show them in Table 1. The table shows that Metabolic and signaling related processes are perturbed in Day 1, then inflammation related processes on Day 6 and Day 10. However, no apparent connection between these processes can be inferred from this table. To address this question, we first constructed a network of biological processes and then overlaid our nes values to capture the links between perturbed biological processes as explained in next section.

**Table 1:** Enriched biological processes.

Time	GO Biological Process (Number of genes, nes value, P-value)	Time	GO Biological Process (Number of genes, nes value, P-value)
**Day 1**	'preassembly of GPI anchor in ER membrane (GO:0016254)' (16, 2.12, 0) 'negative regulation of translational initiation (GO:0045947)' (18, 1.83, 0.003) 'purineribonucleoside bisphosphate metabolic process (GO:0034035)' (17, 1.82, 0.001) '3''-phosphoadenosine 5''-phosphosulfate metabolic process (GO:0050427)' (17, 1.82,0.001) 'hydrogen peroxide catabolic process (GO:0042744)' (20, 1.80, 0.002)	**Day 56**	'termination of RNA polymerase I transcription (GO:0006363)' (24, 2.20, 0.005) 'pseudouridine synthesis (GO:0001522)' (17, 2.12, 0.013) 'bile acid biosynthetic process (GO:0006699)' (21, 2.08, 0) 'SCF-dependent proteasomal ubiquitin-dependent protein catabolic process (GO:0031146)' (18, 1.96, 0.001) 'negative regulation of TOR signaling (GO:0032007)' (22, 1.85, 0.001)
**Day 6**	'cellular response to interleukin-4 (GO:0071353)' (27, 1.54, 0) 'cellular senescence (GO:0090398)' (28, 1.51, 0) 'T cell homeostasis (GO:0043029)' (25, 1.48, 0.001) 'ER to Golgi vesicle-mediated transport (GO:0006888)' (60, 1.45, 0) 'anterograde synaptic vesicle transport (GO:0048490)' (16, 1.43, 0.038)	**Day 77**	'oxygen transport (GO:0015671)' (16, 1.36, 0.023) 'protein export from nucleus (GO:0006611)' (27, 1.35, 0) 'positive regulation of osteoclast differentiation (GO:0045672)' (22, 1.34, 0.001) 'cytolysis (GO:0019835)' (22, 1.34, 0) 'retrograde vesicle-mediated transport, Golgi to ER (GO:0006890)' (25, 1.31, 0.002)
**Day 10**	'negative regulation of oxidative stress-induced intrinsic apoptotic signaling pathway(GO:1902176)' (18, 1.43, 0.017) 'nucleosome disassembly (GO:0006337)' (17, 1.39, 0.011) 'protein-DNA complex disassembly (GO:0032986)' (17, 1.39, 0.011)'formation of translation preinitiation complex (GO:0001731)' (19, 1.38, 0.046) 'positive regulation of release of cytochrome c from mitochondria (GO:0090200)' (26, 1.37, 0.015)	**Day 98**	'cellular response to ammonium ion (GO:0071242)' (17, 1.87, 0) 'neurotransmitter secretion (GO:0007269)' (57, 1.78, 0) 'phosphatidylinositol acyl-chain remodeling (GO:0036149)' (16, 1.78, 0.004) 'glutamate secretion (GO:0014047)' (18, 1.78, 0.003) 'regulation of sensory perception of pain (GO:0051930)' (23, 1.78, 0)
**Day 14**	'positive regulation of protein dephosphorylation (GO:0035307)' (16,1.63, 0.013) 'DNA integration (GO:0015074)' (20, 1.63, 0.121) 'positive regulation of acute inflammatory response (GO:0002675)' (26, 1.49, 0.005) 'nucleotide-binding oligomerization domain containing signaling pathway (GO:0070423)'(28, 1.44, 0.025) 'cellular glucuronidation (GO:0052695)' (17, 1.40, 0.148)	**Day 119**	'modulation of growth of symbiont involved in interaction with host (GO:0044144)' (17, 1.41, 0.019) 'negative regulation of growth of symbiont in host (GO:0044130)' (17, 1.41, 0.019) 'regulation of growth of symbiont in host (GO:0044126)' (17, 1.41, 0.019) 'negative regulation of growth of symbiont involved in interaction with host (GO:0044146)' (17, 1.41, 0.019) 'chromatin silencing (GO:0006342)' (21, 1.37, 0.008)
**Day 35**	'Arp2/3 complex-mediated actin nucleation (GO:0034314)' (17, 1.87, 0.045) 'positive regulation of synaptic transmission, glutamatergic (GO:0051968)' (18, 1.78, 0.005) 'double-strand break repair via nonhomologous end joining (GO:0006303)' (18, 1.72, 0.065) 'non-recombinational repair (GO:0000726)' (18, 1.73, 0.065) 'immunoglobulin mediated immune response (GO:0016064)' (16, 1.72, 0.023)	**Day 140**	'regulation of peptidyl-serine phosphorylation of STAT protein (GO:0033139)' (18, 1.27, 0.079) 'positiveregulation of peptidyl-serine phosphorylation of STAT protein (GO:0033141)' (18, 1.27, 0.079) 'mitochondrial respiratory chain complex I assembly (GO:0032981)' (16, 1.24, 0.06) 'mitochondrial respiratory chain complex I biogenesis (GO:0097031)' (16, 1.24, 0.06) 'NADH dehydrogenase complex assembly (GO:0010257)' (16, 1.24, 0.06)

### 2.2 Biological process network to find perturbed paths in the network

To find how processes perturbed at the initial time point affects processes perturbed at later time point, we considered looking at connectivity between biological processes. We thus made a network of these biological processes where nodes are biological processes and edges between two nodes signify that at least one gene is shared between the two biological processes. The network is shown in Fig 2A containing 816 nodes and 51549 edges. The distribution of number of genes present in each process is shown in Fig 2A middle panel which follows power law distribution suggesting few processes contain a large number of genes while a large number of processes contain few genes. We also checked the degree of each node and plotted its distribution in Fig 2A rightmost panel. Here also except few low and high degree process, most process were connected at a medium degree. Highest degree process here are 'coagulation (GO:0050817)' and 'blood coagulation (GO:0007596)' participating with 594 processes each. Here, it should be noted that while searching for paths in the network, these processes might come again and again due to their well connectivity. In that case, these processes would become most important. Now, overlaying the nes values of all 816 processes for a single time point on this network gives a network of processes with different levels of perturbation. Overlaying nes values of 816 processes at next time point generates same network with changed perturbed values. Thus, overlaying 10 vectors of nes values on this network generates 10 versions of this network with different perturbation values of the same processes. A schematic diagram is shown schematically in Fig 2B.

**Fig 2:**
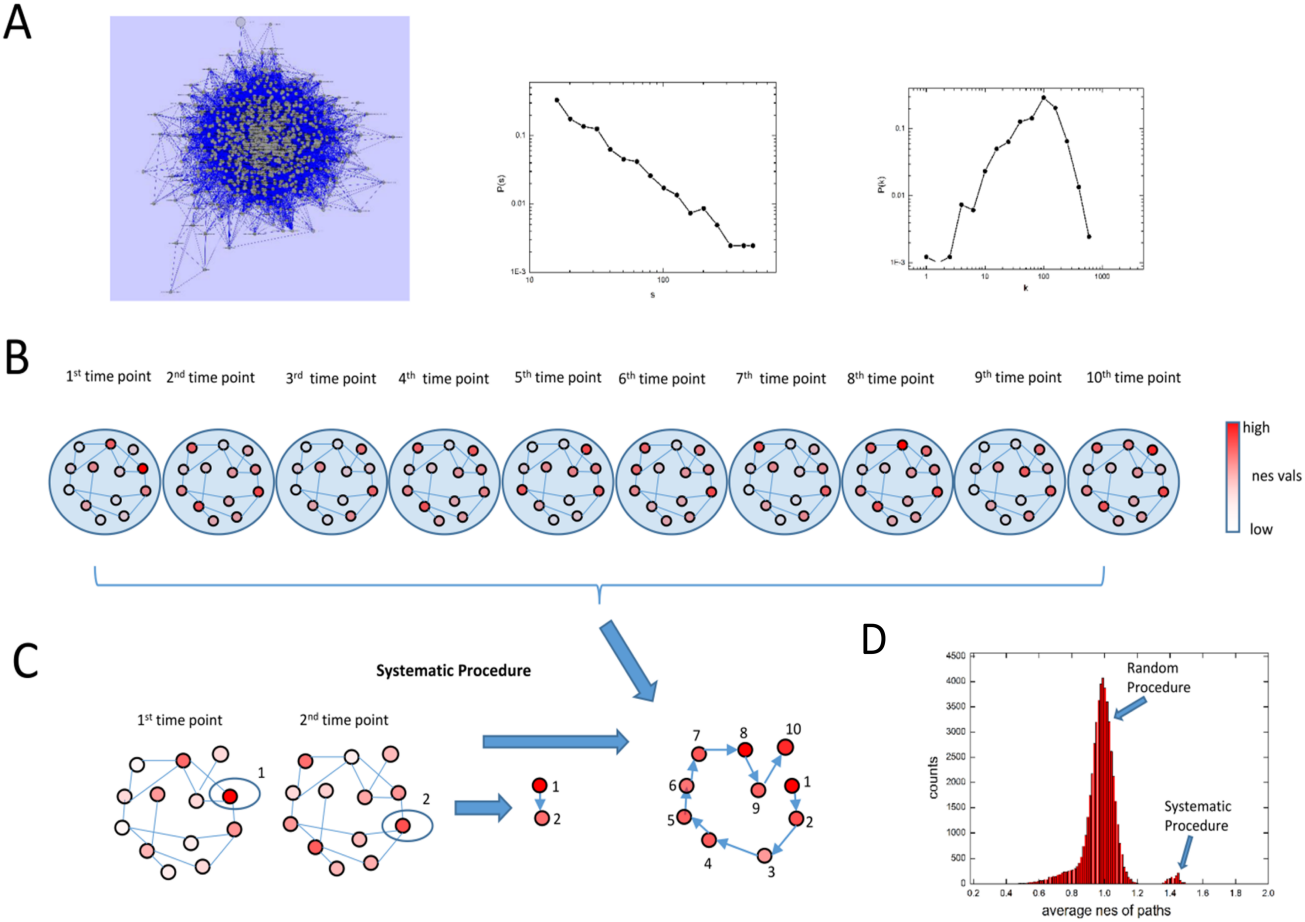
Biological Process network and finding perturbed paths in the network. (A) Network of connected biological processes is shown with 816 nodes and 51549 edges. Node size is proportional to number of genes in the corresponding process. In the middle inset, the distribution of number of processes (normalized to total number) with size within a bin is plotted against the starting of the bin s. In the rightmost inset, the distribution of number of processes (normalized to total number) with degree within a bin is plotted against the starting of the bin k. (B) A schematic is shown where overlaying the nes matrix on the network of biological processes gives 10 versions of the network. (C) Systematic procedure is shown where the circled process 1 is first selected having highest nes value among all processes at 1st time point. Then, the nes values of its connected processes at 2nd time point are checked and the one with highest nes value is selected as shown as circled process 2 in network at 2nd time point. This gives a path of 2 nodes going from process 1 to process 2. Repeating this process for further networks at 3rd, 4th etc. time point in (B) gives a path of 10 nodes. (D) The average nes of paths when generated randomly as well as when generated using systematic procedure shows that paths generated using systematic procedure has paths perturbed with high average nes values.

Next, we defined a path of length 10 made up of processes with high nes values at respective time points i.e. 1st process in the path have highest nes value at the 1st time point, 2nd process in the path have highest nes value at the 2nd time point and so on. Thus the obtained path will have the highest average nes value. To find such paths, we first used a brute force approach, i.e. randomly generating paths of length 10. A distribution of average nes values of 50000 such random paths is shown in Fig 2D. In the distribution, checking the paths with highest average nes values gave paths with values near to 1.2. To find paths with higher average nes values, we tried a systematic procedure outlined in Fig 2C. Here, we first selected the process having highest nes value at 1st time point as 1st process of the path and then checked the nes values of its interactors in the network at 2nd time point. Among the second interactors, we selected the interactor with highest nes value to be the 2nd process of the path. Next, we checked the nes values of interactors of the 2nd selected process in the 3rd time point and selected the interactor with highest nes value as the 3rd process of the path and so on. Repeating this for 10 time points gave a path of length 10. To find high perturbed paths we need to consider all processes in the analysis to find all possible paths and then select high perturbed paths. However, this would need high computational power. Here, for simplicity, we considered paths having process with next to maximum nes value instead of maximum nes value. In this procedure, at every instance of selection, we have two options i.e. selecting process with maximum nes value or next to maximum. Total 10 instance of selection with 2 options at each instance gives 2^10 = 1024 paths. The distribution of average nes values of these 1024 paths along with 50000 randomly sampled paths is shown in Fig 2D clearly showing that sampling with our systematic procedure gives higher average nes value which would be rare to obtain by random search.

We now want to establish whether the links between perturbed processes in the obtained paths are observed just because of high degree or have some functional significance. To test this, we computed the probability of getting these links in randomly shuffled networks of biological processes. We generated 10000 such random networks where links are shuffled and degree of each node is kept same. We then counted the number of networks in which we are getting the original observed link and divided the count by 10000 to get the probability for each observed link. Here, it should be noted that a link with low probability implies that the link is not due to the high degree of connected processes and thus might have some be functional importance. We plotted the distribution of link probabilities for all the links present in set of perturbed paths and also distribution of link probabilities present in the original network of processes (S4 Fig). We found a significantly low probability when links are taken from perturbed paths (mean p val = 0.23±0.20,) as compared to total links (mean p val = 0.45±0.30). The two distributions are significantly different with probability less than 0.0001 (by t-test and Mann-Whitney U-test). This gave us the confidence that the majority of links observed in our perturbed paths are functionally significant. Considering that the biological processes in the paths are temporally connected and since the connections are significant, these links might carry some causal information.

### 2.3 Significant overlap between set of perturbed paths

To study biologically such a large set of 1024 perturbed paths is challenging. We observed that some of the 1024 paths, converged at some time points. For example, as shown in Table 2, we found that two paths, say path a and path b, which start from two different processes at Day 1, follow different processes until Day 14 after which both the paths converge at same process. That is, according to our systematic procedure, both 'glutamine metabolic process' and 'translation' process have same connected process: 'positive regulation of synaptic transmission, glutamatergic' as the highest nes value or 2^nd^ highest nes value process at Day 35 among their respective connecting processes. This example implies that perturbed set of paths can converge or in other words overlap which we termed as overlap factor. We quantified this overlap factor for a specific path by below method.

**Table 2:** Two example paths which start from different processes and converge to same process at Day 35.

Time point	Path a	Path b
Day 1	'preassembly of GPI anchor in ER membrane (GO:0016254)'	'negative regulation of translational initiation (GO:0045947)'
Day 6	'mannosylation (GO:0097502)'	'nuclear-transcribed mRNA catabolic process, nonsense-mediated decay (GO:0000184)'
Day 10	'dolichol-linked oligosaccharide biosynthetic process (GO:0006488)'	'formation of translation preinitiation complex (GO:0001731)'
Day 14	'glutamine metabolic process (GO:0006541)'	'translation (GO:0006412)'
Day 35	'positive regulation of synaptic transmission, glutamatergic (GO:0051968)'	'positive regulation of synaptic transmission, glutamatergic (GO:0051968)'
Day 56	'glutamine metabolic process (GO:0006541)'	'glutamine metabolic process (GO:0006541)'
Day 77	'protein ADP-ribosylation (GO:0006471)'	'protein ADP-ribosylation (GO:0006471)'
Day 98	'substantia nigra development (GO:0021762)'	'substantia nigra development (GO:0021762)'
Day 119	'chromatin silencing (GO:0006342)'	'chromatin silencing (GO:0006342)'
Day 140	'cellular response to glucose starvation (GO:0042149)'	'cellular response to glucose starvation (GO:0042149)'

Denoting an *ith* path (*i = 1*:*M*, *M* = total paths) as a set of processes $p_{i}^{j}$ (j = 1:10) and set of edges $e_{i}^{j,j+1}$ (*j* = 1:9), where *j* indicates time at which the process is perturbed and superscript (*j*,*j+1*) on an edge indicates the edges connecting process $p_{i}^{j}$ and $p_{i}^{j+1}$. The edges also denote the genes which are present in both of its connecting processes.

$$P_{i}={\left\{p_{i}^{1},e_{i}^{1,2},p_{i}^{2},\ldots \ldots \ldots .p_{i}^{9},e_{i}^{9,10},p_{i}^{10}\right\}}^{},\overset{}{}i=1:M$$

Define overlap factor $O(e_{i}^{j,j+1})$ for an edge $e_{i}^{j,j+1}$ as a set which consists of paths such that each path in the set has same edge as that of query edge $e_{i}^{j,j+1}$

$$O(e_{i}^{j,j+1})={\left\{P_{m}|e_{m}^{j,j+1}=e_{i}^{j,j+1}\right\}}^{}{,}^{}m\leq M{,}^{}m\neq i^{}{,}^{}j=1:9^{}{,}^{}i=1:M$$

Define overlap factor *O*(*P_i_*) for a path *P_i_* as the union of paths present in overlap factors of its edges.

$$O(P_{i}^{})=\cup O{\left(e_{i}^{j,j+1}\right)}^{}{,}^{}j=1:9^{}{,}^{}i=1:M$$

The overlap between paths is visualized by plots in Fig 3 where x axis is time point, y axis is the process. In this plot, each path is showed by plotting its processes against their respective times and connecting them. We added thickness to these lines based on size of overlap factor sets of respective edges. We used specific statistical tests to assign significance to the obtained overlap factors. Firstly, we compared whether such overlap factors could be obtained using randomly chosen paths. For this, we took a set of 1024 randomly picked paths and calculated the overlap factor of each path and took the mean overlap factor. We also calculated the mean nes values of these paths. We repeated this procedure 1000 times to get a distribution of mean overlap factor and of mean nes values (Fig 3D). By comparing this distribution with actual overlap factor values for perturbed paths (Fig 3A), we found that mean overlap factor values 368.58 and mean nes values 1.42 of perturbed paths are significantly higher than for random paths nes = 0.97+-0.0029, overlap factor = 1.1025+-0.0145. Next, we wanted to check whether our results are due to an artifact of our systematic procedure. That is whether the overlap is due to the fact that we are always starting from one of the two highest nes value processes to get set of 1024 processes or is it a property specific to set of perturbed paths. Hence, instead of taking highest nes values in our systematic procedure, we took lowest nes value processes for our analysis and generated 1024 unperturbed paths keeping all the other steps of systematic procedure same. We found that the nes values and overlap factor of 1024 unperturbed paths are significantly low compared to that of perturbed paths (Fig 3B), the distributions of overlap factor for perturbed and unperturbed paths are different significantly with p value from Mann-Whitney U-test <0.0001. This proves that our results are not an artifact of our systematic procedure and are property specific to set of perturbed paths.

**Fig 3:**
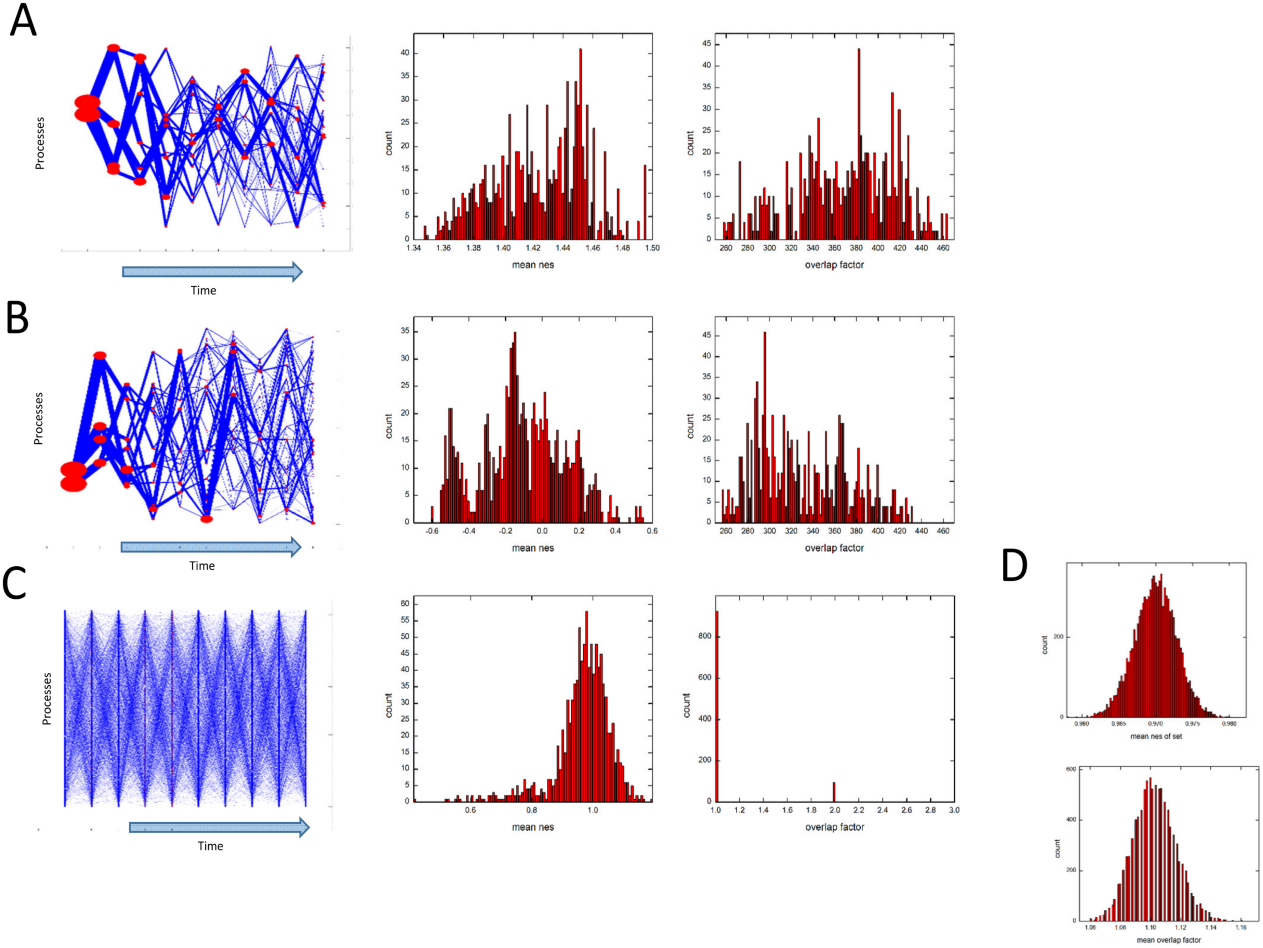
Significant overlap between set of perturbed paths. (A,B,C) In left panels, the visual display of set of 1024 paths are shown with edge thickness proportional to the overlap factor of corresponding edge and node size proportional to number of paths with same node. In middle panels, the distribution of mean nes value of 1024 paths is shown and in right panels, the distribution of overlap factor of 1024 paths is shown. For the set of 1024 perturbed paths in A, the overlap between paths can clearly be seen (left panel) with distribution of mean nes values of paths around 1.42 nes values. (Distribution of mean nes values is same as that shown in Fig 2C systematic procedure). Compare this with distribution of mean nes values of set of unperturbed paths in (B) middle panel showing higher nes values of perturbed paths as expected. The overlap factor of perturbed paths is around 380 (A, right panel) while that for unperturbed paths is around 340 (B, right panel) and this difference is statistically significant. This difference of overlap factors is also seen in visual display of paths in (A,B) left panels with thicker edges in plots of perturbed paths. Compare the overlap factors with that for random paths with no or very little overlap as seen in distribution (C, right panel) and also seen in visualization (C, left panel). (D) The mean of the distribution of mean nes values of 1024 randomly selected paths were calculated and this procedure repeated for 10000 sets of 1024 paths and this distribution is plotted in (D, upper panel). The mean nes values of set is low as also seen in distribution of mean nes values of a single set of 1024 randomly selected paths in (C, middle panel). Similar procedure was applied for overlap factors showing that for many sets of 1024 randomly selected paths, the mean of overlap factors of set remains around 1 as seen for a single set of 1024 randomly selected paths in (C, right panel).

Having established this property, we used it to select a subset of paths from the set of 1024 paths which overlap with most of the other paths. We found that the path with highest overlap factor set contained 464 paths out of total 1024. To increase the percentage, we tried different combinations of two paths and found that there are four pairs of paths that had 822 paths in their overlap factor sets i.e. approx. 80% of total paths. These paths are mentioned in Table 3, where the processes at each time point are showed along with their respective genes perturbed at least 2 fold.

**Table 3:** Two paths are shown in path 1 column with same processes till Day 119 and two different processes at Day 140. Same for Path2. Two paths in Path1 and in Path2 pair up to give 4 pairs of paths representing 80% of all paths.

Time point	Path1		Path2	
	Process Name	Gene perturbed, abs fold change	Process Name	Gene perturbed, abs fold change
Day 1	preassembly of GPI anchor in ER membrane.	PIGC, ~32 fold	'negative regulation of translational initiation (GO:0045947)'	'EIF2AK1', 'RPL13A', >5 fold
Day 6	GPI anchor biosynthetic process	'PIGV', ~4 fold	'nuclear-transcribed mRNA catabolic process, nonsense-mediated decay '	'DCP1A', 'PARN', 'RPL31', 'RPS15A', > 2fold
Day 10	dolichol-linked oligosaccharide biosynthetic process	'ALG5', 'MVD', 'PMM1', 'SRD5A3', >2fold	'I-kappaB kinase/NF-kappaB signaling '	'NLRC3', 'UBA52', > 2 fold
Day 14	glutamine metabolic process	'ASNS', 'CAD', 'MECP2', 'PFAS', 'PHGDH', >2 fold	'nucleotide-binding oligomerization domain containing signaling pathway '	'CARD9', 'CHUK', 'MAP2K6', 'TNFAIP3', 'UBA52', >2 fold
Day 35	positive regulation of synaptic transmission, glutamatergic	'ADCYAP1', 'GLUL', 'NLGN2', 'NLGN3', 'NRXN1', 'NTRK1', 'NTRK2', 'OXTR', 'PTK2B', 'SHANK3', 'TNR', >2fold	'innate immune response in mucosa	‘CAMP', 'DEFA1', 'DEFB1', 'HIST1H2BC', 'HIST1H2BK', 'LTF', 'RPL39', > 2 fold
Day 56	positive regulation of blood vessel endothelial cell migration	'AKT1', 'ANGPT1', 'FGF2', 'HDAC9', 'HSPB1', 'PDGFB', 'PRKD1', 'PTGS2', 'THBS1', >2 fold	'modulation of growth of symbiont involved in interaction with host '	'CAMP', 'IFNG', 'LBP', 'LTA', 'MPO', > 2 fold
Day 77	positive regulation of peptidyl-threonine phosphorylation	'CHI3L1', >6 fold	'positive regulation of osteoclast differentiation '	'FOS', >25 fold
Day 98	positive regulation of protein dephosphorylation	'ADORA1', 'CALM1', 'DUSP26', 'PPP2R5A', 'PRKCD', >2 fold	'bicarbonate transport '	'AQP1', 'SLC4A10', 'SLC4A3', 'SLC4A4', 'SLC4A7', 'SLC4A8', 'SLC4A9', > 2 fold
Day 119	lymph node development	'CD248', 'CXCL13', 'CXCR5', 'FADD', 'IL15', 'LTB', 'NKX2-3', 'RORC', >2 fold	'hydrogen peroxide catabolic process '	'APOA4', 'CAT', 'MPO', 'TPO', >2 fold
Day 140	lung alveolus development/myeloid dendritic cell differentiation	'SFTPD, >4 fold/ 'CAMK4', 'UBD', >2 fold	'response to increased oxygen levels (GO:0036296)'/'response to hyperoxia '	CDKN1A', 'FAS', 'NCF2', > 4 fold

To better depict the paths and capture the connectivity between processes, we made a gene process network where processes at consecutive time points are connected through common genes, see Fig 4. This connected network helped us to identify genes which are connecting processes at consecutive time points. For example, in path 1 shown in Fig 4A, we observe that genes like PIGC, PIGX and others connect processes ‘preassembly of GPI anchor in ER membrane’ perturbed at Day 1 with ‘GPI anchor biosynthetic process’ perturbed at Day 6. We also observed that some genes connect processes perturbed at more than 2 consecutive time points. For example, genes DPM2 and PIGV links process ‘preassembly of GPI anchor in ER membrane’ perturbed at Day 1 with ‘GPI anchor biosynthetic process’ perturbed at Day 6 and also ‘dolichol-linked oligosaccharide biosynthetic process’ perturbed at Day 10. Similarly we can extract genes linking processes at other time points and also for other paths. Thus the processes with their connecting genes forms the path which is capturing disease progression.

**Fig 4:**
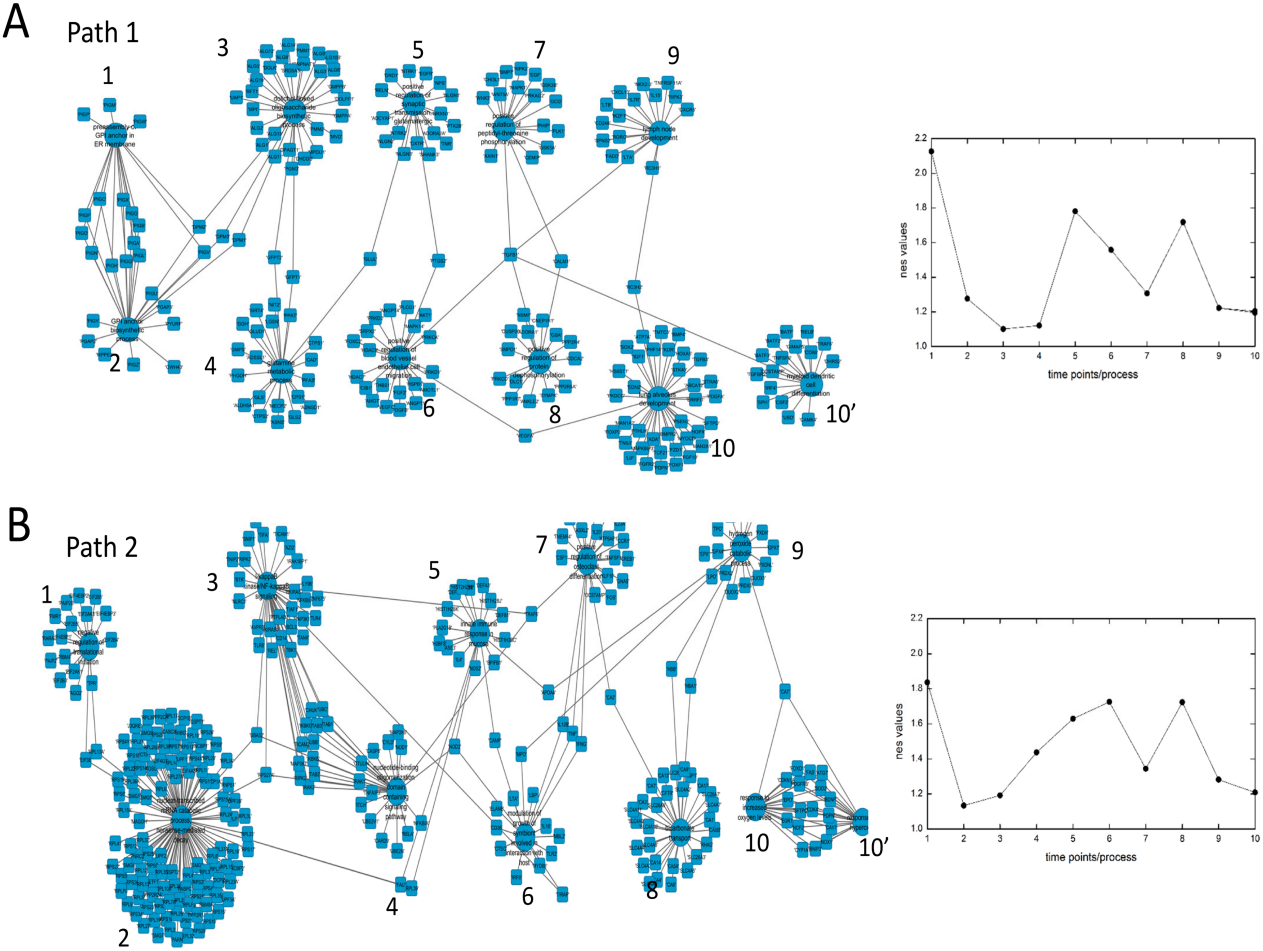
Paths overlapping with 80% paths. (A,B) Paths are shown as a network with two kinds of node: one representing processes and other genes. Nodes representing processes connects to the genes present in those processes. Numbers present near each process represent its position in the corresponding path and hence the time point. 10 and 10’ implies two different processes and implies that there are two paths with same processes at 1 to 9 time points and two different processes at 10th time point (A) Path1 representing two paths is shown along with the nes values of the processes at corresponding time points in the adjacent graph. The nes values for two processes at 10th time point are same and hence can’t be visually distinguished in graph. (B) Path2 representing two paths is shown along with the nes values of the processes at corresponding time points in the adjacent graph. The nes values for two processes at 10th time point are same and hence can’t be visually distinguished in graph.

### 2.4 Precision of the selected paths

Having established the paths which are capturing the disease progression, we now checked the precision of the selected paths. That is we wanted to check how specific are the obtained paths with respect to the particular dataset representing a particular tissue in a disease state. For this, we used temporal datasets from NCBI repository under GEO accession number GSE63178. The database consisted of 40 temporal datasets, one of which was used in our study to find paths and other 39 datasets were used to calculate the precision of selected paths. 

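The arrays of subcutaneous infiltrating macrophages (entry 6 of Table 4) were analysed here. The sample labels call the material stromal vascular cells, the cells that remain when fat tissue is digested and the adipocytes float off. Mice were fed a low-fat control diet (LFC), a high-fat diet (HFC), or HFC with 5 μg, 20 μg or 75 μg of Kal-1 (HF5, HF20 and HF75). Of the 40 arrays in this series, 38 were used. They comprise 11 LFC, 11 HFC, 6 HF5, 5 HF20 and 5 HF75 arrays. The remaining 2 arrays, HF20 and HF75 of week 18, were not used here because their labels conflict with each other. Each diet had 1 array at each time point, except for LFC and HFC at day 14, which had 2 arrays each, labelled day 14 and week 0. The titles of the LFC and HFC arrays of day 6 begin with another prefix than those of the other arrays, and these 2 were placed by their other labels. The number of mice behind an array is not stated in the labels. RNA was labelled in 1 colour and hybridised on Agilent 44K arrays. The authors deposited the intensities of the scanner's Feature Extraction software, corrected for background within each array and not normalized between arrays, for 40628 probes. From there, the log2 intensities of each array were shifted by their 75th percentile, spots that the scanner software marked as outliers were dropped, and intensities not well above background were raised to the lowest intensity well above background on the same array. A gene was represented by its probe with the highest mean level. It was measured at a time point when it was well above background on at least 1 of the arrays compared. The number of arrays limits the precision of every value. The 75th percentile intensity ranged from 7.81 to 2161 on the LFC arrays (median 787), from 160 to 1623 on HFC (median 778), from 456 to 1448 on HF5 (median 703), from 748 to 1793 on HF20 (median 1126) and from 441 to 733 on HF75 (median 521). The lowest of these was the LFC array of day 35, with 17.2% of probes well above background. The LFC array labelled day 14 had 9104 spots marked as outliers. The median rank correlation with the other arrays was 0.447 for the former and 0.471 for the latter, and lay between 0.832 and 0.941 for the 36 others.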

The database consisted of microarray data obtained from temporal gene expression profiling of multiple murine tissues with different diet regimens (Table 4) [15]. We used the paths as given in Table 3 for our analysis in all 39 temporal datasets. We calculated the nes values of the processes of the selected path and obtained the mean nes value for the same path in all 39 datasets. 

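For the macrophage arrays, each diet was compared with the LFC array of the same time point, which gave 4 of these datasets. The nes was computed with the formula of the methods on the genes printed for each process in Table 3, which are a part of each process and were chosen in liver. The full gene sets were not used here. Genes were ranked by their absolute log2 difference from LFC, and the es was set against 1000 permutations of the gene labels. A negative es was divided by the absolute mean of the negative permuted values. In the HFC dataset, the processes of Path1 gave nes values of -1.62 at day 6, 0.210 at day 10, 0.603 at day 14, 0.824 at day 35, 1.09 at day 56, 1.70 at day 77, 1.37 at day 98 and 1.5 at day 119. The process of day 1 gave no value because the only spot of its gene, Pigc, was dropped as an outlier on the LFC array. That of day 140 gave none because its gene, Sftpd, was not well above background on either array. The processes of Path2 gave 1.37 at day 1, -1.42 at day 6, 0.400 at day 10, 1.09 at day 14, 0.999 at day 35, 1.75 at day 56, 1.95 at day 77, 0.732 at day 98, 1.90 at day 119 and 1.35 at day 140. The values of Path1 at days 6 and 77 and of Path2 at days 1, 10 and 77 rest on 1 measured gene each. Each of the values of both paths comes from 1 array per diet, or from the mean of 2 at day 14. When each pair of day 14 arrays was used alone in turn, the 2 values of the mean nes over the time points had an SD of 0.142 for Path1 and 0.0217 for Path2.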

Some temporal datasets didn’t have all the 10 time points as of the liver dataset. Some of them had only last few time points. 

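Among the macrophage datasets, HFC had the 10 time points from day 1 to day 140. The HF5 dataset had 6, at days 35, 56, 77, 98, 119 and 140, and the HF20 and HF75 datasets had 5, from day 35 to day 119. The share of measured genes changed at least 2-fold against LFC differed widely between time points. In HFC it was 56.6% at day 1, 53.3% at day 6, 23.3% at day 10, 49.0% at day 14, 69.0% at day 35, 24.0% at day 56, 15.2% at day 77, 46.9% at day 98, 24.7% at day 119 and 47.1% at day 140, with a median of 47.0%. The median moved most with a background correction by the normexp method, to 31.8%, and was 35.8% with the pair labelled day 14 left out. At day 14, the share was 80.6% from the arrays labelled day 14 alone and 6.45% from those labelled week 0 alone. The share at day 35 was the largest of the time points in all 4 datasets (67.6% to 70.5%), all of which use the dim LFC array of that day. With the same background correction, the HFC share at day 35 was 19.2%. There is no replicate error for these shares at the time points with 1 array per diet.

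**Figure D1:**
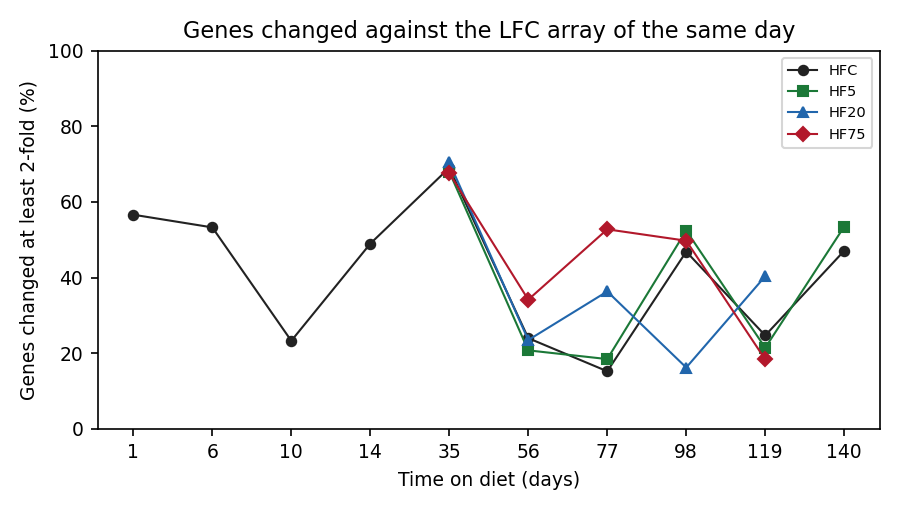
Percentage of measured genes changed at least 2-fold against the LFC array of the same time point, by time on diet in days. Points are the HFC, HF5, HF20 and HF75 datasets (1 array per diet and time point, the mean of 2 arrays per diet at day 14), and the 4 datasets reach their largest values, 67.6% to 70.5%, at day 35.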

In such cases, we used only the corresponding last few processes of the path to calculate nes values of process and average nes value of path. We plotted the average nes values for a path corresponding to each dataset in Fig 5A and 5B. We observed that the mean nes value of path in liver obesity dataset is higher among all other datasets. This means the obtained paths are perturbed specifically in the liver obesity dataset and are highly precise to the source dataset.

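On the Table 3 genes of the macrophage datasets, the mean nes of Path1 was 0.709 in HFC (8 time points), 1.22 in HF5 (5), 0.256 in HF20 (5) and 0.805 in HF75 (5). The mean nes of Path2 was 1.01 in HFC (10 time points), 0.776 in HF5 (6), 0.262 in HF20 (5) and 0.751 in HF75 (5). These means cover different time points. The highest mean among the 4 was that of HF5 for Path1, also under 18 of 21 alternatives, and that of HFC for Path2, also under 16 of 22 that can change it. Over days 35 to 119, which every dataset has, HFC was highest for both paths, a comparison chosen after the values were seen. For Path1 it had 1.30 over these 5 days, against 1.22 in HF5, 0.256 in HF20 and 0.805 in HF75. No day 14 array enters these means and none has a replicate error, so the order of HFC and HF5 is not settled. For Path2, HFC had 1.47, against 0.613, 0.262 and 0.751. Without day 6, the HFC means over the other time points were 1.04 for Path1 and 1.28 for Path2. The highest mean of Path1 moved most, to 0.624, when genes had to be well above background on both arrays. That of Path2 moved most, to 1.54, when a gene was represented by its probe with the largest difference. With each time point left out, the HF5 mean of Path1 was 1.03 to 1.44, and the other means over the Kal-1 datasets depended more on single time points. Without day 98, the HF20 mean was 0.775 for Path1 and 0.873 for Path2, and the HF75 mean of Path2 was 1.43. At day 98, 9 adipocyte genes had a mean log2 level, relative to the array's 75th percentile, of 5.10 on LFC and 5.74 on HF20. It was 3.31 on HFC, 2.18 on HF5 and 2.53 on HF75. At this day, diet thus cannot be told apart from the kind of sample. Without day 77, the HF75 mean of Path1 was 1.30 and that of Path2 0.434, and the HF5 mean of Path2 was 1.23. At day 77 each path lists only 1 gene, Chi3l1 in Path1 and Fos in Path2. Without day 56, the HF20 mean of Path1 was -0.0604, and without day 119 that of Path2 was -0.0124. A second measure was the path score, the mean over time points of the median absolute log2 difference of the listed genes. It was 0.89 for Path1 in HFC, at percentile 51.4 of 10000 random lists with the same numbers of genes and similar expression, and 1.83 for Path2, at percentile 99.8. The percentile of Path1 was 98.8 in HF5, 14.9 in HF20 and 29.2 in HF75, and that of Path2 was 86.1 in HF5, 47.5 in HF20 and 99.8 in HF75. Without day 77, the percentile of Path2 in HF75 was 63.1. The liver obesity dataset was not analysed here. From the higher mean nes in liver than in the other datasets, under conditions it calls highly similar, the paper reasons that the paths are highly precise to the liver obesity dataset.

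**Figure D2:**
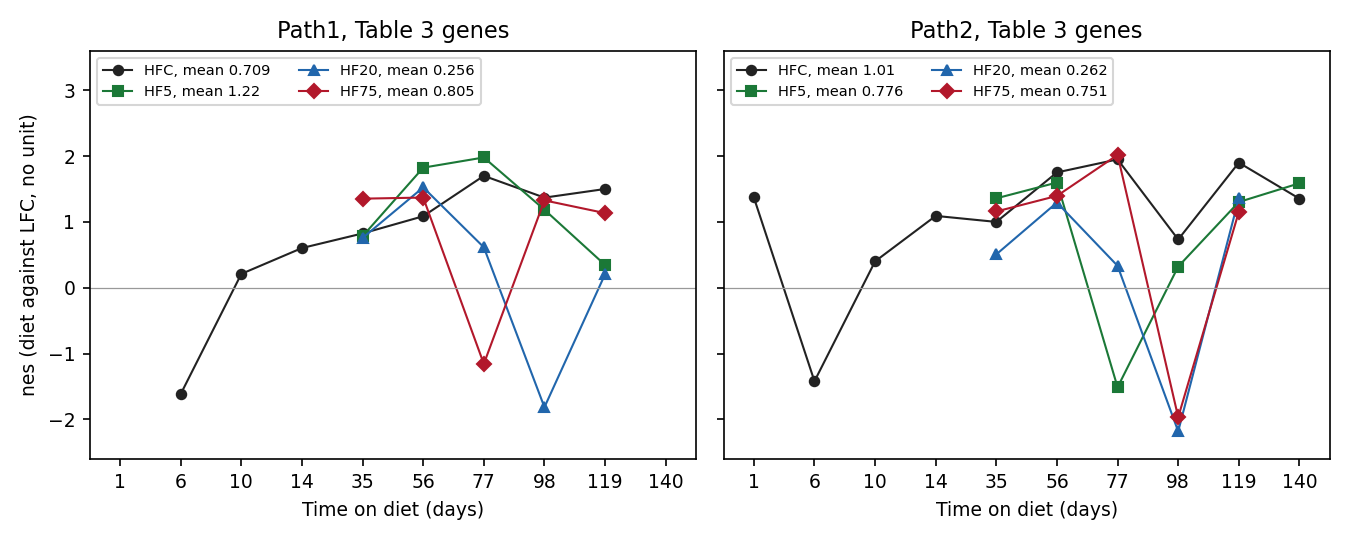
The nes of the Table 3 genes listed for each time point (no unit) against time on diet in days, for Path1 and Path2, with 1 point per dataset and time point and the dataset means in the legend. The lowest value is -2.18, for Path2 in HF20 at day 98, and the highest 2.02, for Path2 in HF75 at day 77. The highest value rests on Fos alone.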

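Of the Table 3 genes measured in the HFC macrophage dataset, 18 of 42 genes of Path1 and 23 of 36 genes of Path2 were changed at least 2-fold at the time point of their process. The shares of all measured genes at those time points would give 16.8 and 16.5 genes. A gene listed at more than 1 time point was counted at each, as Camp and Mpo were in Path2. With each gene counted once, 21 of 34 genes of Path2 were changed. In HF5 the counts were 12 of 27 for Path1 (9.11 from the shares of all genes) and 12 of 24 for Path2 (10.7). In HF20 they were 12 of 31 (12.2) and 7 of 22 (8.35), and in HF75 they were 16 of 32 (13.6) and 11 of 23 (10.7). The count that moved by the most genes was that of Path1 in HF5, to 20, with the authors' deposited fold changes. For each path, the 3 genes with the largest HFC differences among those well above background on both arrays are given for the processes in the path score. This restriction to both arrays was chosen after the values were seen. Coordinates are those of GRCm38. Adora1, an adenosine receptor (chromosome 1, 134199215 to 134235457), had a log2 difference of -5.41 at day 98, where genes of adipocytes were also much higher on the LFC array. Cxcr5 (chromosome 9, 44511787 to 44526444) had 3.79 and Ltb (chromosome 17, 35194507 to 35196305) had 3.68 at day 119, where genes of lymph node tissue were also higher on the HFC array. The alternative process of Path1 at day 140, which is not in the path score, lists Ubd (chromosome 17, 37193892 to 37196101), with a larger difference of 6.44, and Camk4, with 3.51. The LFC array of day 140 had the lowest fibroblast and adipocyte lists of all arrays. In Path2, Ifng (chromosome 10, 118441046 to 118445894) had 4.59 at day 56. Fos (chromosome 12, 85473890 to 85477274) had 4.39 at day 77, together with the other immediate-early genes. Rpl39 (chromosome X, 37082518 to 37085222) had -4.02 at day 35, which rests on the dim LFC array and was -0.06 after quantile normalization. The level of Rpl39 on the HFC array was 6.41, and that array had 753 saturated probes. A saturated Rpl39 spot is thus not excluded, and it would leave the size and rank of this difference open. Each difference is between single arrays and has no replicate error. With the normexp background correction, the differences were -4.61 for Adora1, 3.36 for Cxcr5, 3.84 for Ltb, 3.79 for Ifng, 3.75 for Fos and -1.02 for Rpl39.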

**Fig 5:**
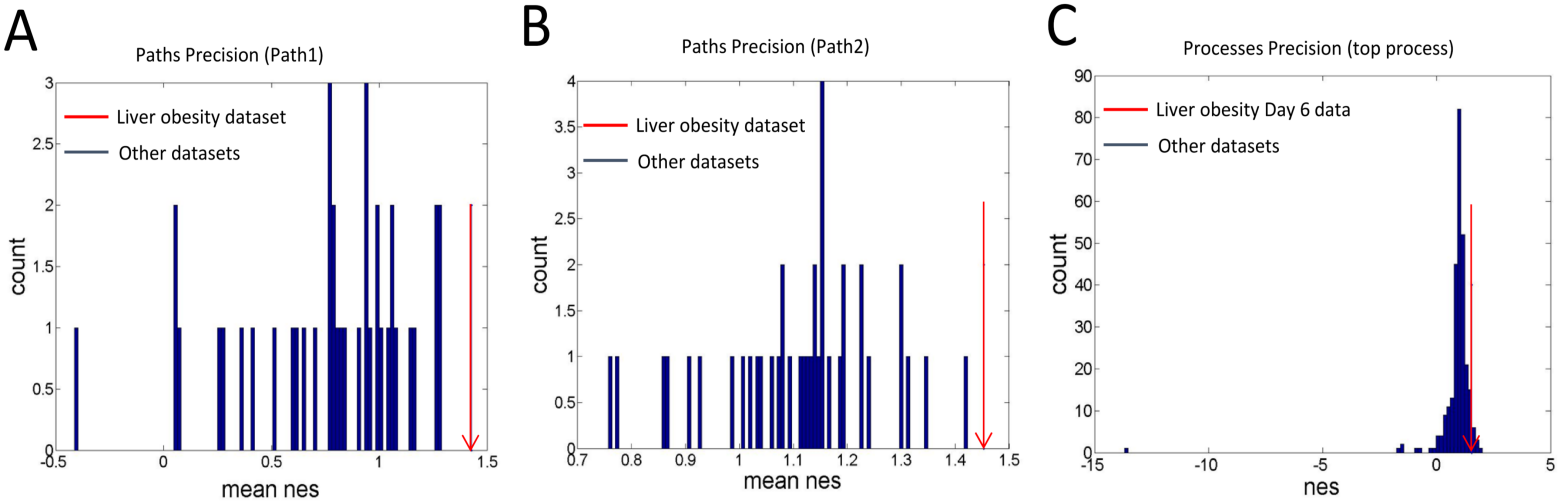
Precision of the selected paths. (A,B) Distribution of mean nes values of a path in Path1 column and a path in Path2 column from Table 3 showing that the obtained paths have high mean nes values when obtained from liver obesity dataset as compared to when obtained from other temporal datasets showing a 100% precision. (C) Distribution of nes values of topmost perturbed process at Day 6 (Table 1) from liver obesity dataset as compared to when obtained from other temporal datasets showing some datasets give nes values of the given process more than that as obtained from liver obesity dataset giving a precision of 9%.

**Table 4:** Datasets used in the precision analysis.

No.	Murine tissues under low-fat control diet (LFC), high-fat diet (HFC), and three different doses (5 μg, 20μg and 75 μg) of ethano-botanical formulation Kal-1 with HFC diet. (GSE63178)
1	brown adipose (GSE63168)
2	brown infiltrating macrophages (GSE63169)
3	epididymal adipose (GSE63170)
4	epididymal infiltrating macrophages (GSE63171)
5	subcutaneous adipose (GSE63172)
6	subcutaneous infiltrating macrophages (GSE63173)
7	Hippocampus (GSE63174)
8	Liver (GSE63175)
9	skeletal muscle (GSE63176)
10	Spleen (GSE63177)

To compare this precision with the scenario when processes from individual time points are used, we took the topmost process from Day 6 (Table 1). We calculated the nes value of this process in other time points of this dataset and then in other datasets giving a total of 194 nes values. The distribution of these values are shown in Fig 5C showing an overlap of nes values from liver obesity Day 6 dataset and nes values from other time points and other datasets. We found that 10 datasets had nes values of this process higher than liver obesity Day 6 dataset. Thus predicting the source dataset using process would give a false positive prediction and hence a precision of 9% (with 10 false positives and 1 true positive using a threshold nes value just lower than that of selected process in liver obesity Day 6 dataset, compared to paths case with 0 false positive and 1 true positive prediction using a threshold just lower than mean nes value of path in liver obesity dataset). From a statistical point of view, this would mean that the probability to obtain from another dataset a mean nes value at least as high as the one obtained from the liver obesity dataset would be 0.052 (= 10/194).

This proves that processes are not specific to source dataset while the obtained paths are specific to source dataset.

## 3 Discussion

Finding links from a biological data is a desirable aim and can help in mechanistic understanding of underlying processes at work. Time series microarray data can be used to find such links as well as giving temporal direction to these links. In the present study, using a time series microarray data, we aimed to capture the disease progression at process and gene level. For this, we constructed a biological process network. Networks between biological processes or more generally sets of genes have also been used in other studies linking biologically relevant terms [12, 16] to form networks and obtaining important biological insights. However, temporal information was not present in such networks which are very important to capture disease progression. To fill that gap, we have overlaid the temporal information from our data on our constructed biological process network resulting in a temporal process network. We then used this temporal process network to link the processes perturbed at consecutive time points. This resulted in paths that link initial perturbed processes with late perturbed processes and helped us to capture the disease progression. For example, we observed in path 1 (Fig 4A) that signaling processes which are perturbed at Day 1 are linked to glutamate metabolic related process through enzymes GFPT1 and GFPT2 which is further linked to synaptic transmission and cell migration related processes through enzyme GLUL. This is finally connected to inflammatory related processes at later time points through protein TGFB1. Inflammatory related processes have been observed in obesity condition [17] and our analysis can give the initial set of processes potentially leading to these processes. In another example, we observed in path 2 (Fig 4B), ‘nuclear transcribed mRNA catabolic process, nonsense mediated decay’ is perturbed initially which is linked to 'I-kappaB kinase/NF-kappaB signaling ' processes through gene UBA52 which is then connected to 'innate immune response in mucosa’ through gene NOD2. This process is then connected to 'hydrogen peroxide catabolic process through the gene APOA4.

We used t-test and other tests to provide meaning to the captured links present in the paths. Our statistical tests gave us confidence that the observed links are just not because of degree factor of processes. Thus we hypothesized that given two processes are perturbed at consecutive time points and are connected, there is a high chance that perturbation of a process at a time point might cause perturbation of other process at the next time point through these common genes. Although, this is a result drawn from a statistical testing and the ultimate validation can only be done through experiments. However, despite this limitation, we believe that our framework can help in generating hypothesis of the causal mechanisms behind observation of different perturbed processes at different times of the experiment.

As final validation of the captured paths, we showed that the selected paths are more precise than biological processes in defining the biological state. We must mention here that as the datasets used in precision analysis were taken from different tissues as well as from different variations of high fat high sugar diet condition (Table 4). Due to similar conditions as our liver obesity dataset, one would expect that the paths would have similar average nes values. Our results of high average nes values of the paths in liver obesity than in other datasets in spite of the highly similar conditions of the datasets suggests that the paths are highly precise in capturing the conditions of our dataset.

Thus, in conclusion we can say that our analysis helped us to extract genes that can be hypothesized to play an important role in disease progression which can be experimentally validated. One can further take up these genes for mechanistic understanding of disease progression. Finally, the procedure we have presented here can be used with any time series microarray, proteomics data to find links between processes perturbed at different time points.

## 4 Material and methods

### 4.1 Processing of microarray data

The microarray data was obtained from an experiment where one group of mice were fed with high fat high sucrose diet (treated group) and another group with normal diet (control group) for certain days before taking tissue samples from both groups of mice. Both groups of mice were fed respective diets for following days: Day1, Day 6, Day 10, Day 14, Week 0, Week 3, Week 6, Week 9, Week 12, Week 15 and Week 18. This experiment was repeated for three times. 

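For the subcutaneous macrophages, the deposited table gives 1 log2 fold change per array for 40628 probes with 29411 gene symbols, and the scanner files give the intensities. The LFC columns of the table are 0 throughout, so each other column is a difference from the LFC array of its time point. Of the other columns, 27 belong to an array used here. Across probes, the log2 differences computed from the scanner intensities correlated with these columns with r of at least 0.993 and slopes from 0.980 to 1. Correlations across probes do not treat probes as replicates of an experiment. The median difference between the 2 sets of values was at most 0.16 on the log2 scale, and 0.00 after each array was centred. The 2 day 14 pairs, labelled day 14 and week 0, are the only repeated measurements. Their log2 differences correlated with r = -0.217 (Spearman's rho -0.243) across 17859 genes, which are not independent replicates. The 2 LFC arrays had a rank correlation of 0.461 across probes and the 2 HFC arrays one of 0.928. The LFC array labelled day 14 had 9104 spots marked as outliers. The low agreement thus does not show that a diet difference fails to repeat. The 54 other pairs of time points had a median r of 0.018, and 44 of them were at or above the value of the day 14 pairs. The highest, 0.720, was that of the label day 14 with day 35, whose LFC array was dim.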

Then, microarray experiment was performed on tissue samples and after suitable normalization of the signal intensities of each probe using Agilent Genespring GX software, three values of log fold change for control sample and treated sample were obtained for each probe and at each time for each tissue. Further details of the experiment are given in [15].

This data for liver tissue was downloaded from the NCBI repository under GEO accession number GSE63175. The data also contains information about data where mice were fed with high fat high sucrose diet plus an ayurvedic formulation which is out of scope from our present study. These data correspond to columns with columns header “P2_HFx_y “(x: 5,20,75 and y contains time point and sample number information) and were removed. The column headers have information of time point of experiment in days as well as weeks. Weeks were recorded in experiment as number of weeks after Day 14. Thus, 14 days were added while converting weeks to days. This implies Day 14 and Week 0 would correspond to same time i.e. experiment done twice; thus Day14 and Week 0 information was combined after making the final matrices as mentioned at end of this section. This resulted in final time points as: Day 1, Day6, Day 10, Day 14, Day 35, Day 56, Day 77, Day 98, Day 119, and Day 140 as reported in this study. The steps used in Processing of Microarray data are described below and shown in a schematic diagram in S1 Fig.

For each probe, the mean of log fold change for treated samples were calculated and a pvalue signifying difference between three control values and three treated values was generated by using t-test. The data contains 40628 probes which correspond to 29411 gene symbols. Gene symbol information for each probe was taken from column with column header “Gene symbol”. Here, multiple probes correspond to same genes.

Step 1. First, we filtered the data to have only those genes that are changed for at least 2 fold in all three treated samples at a time point. In case two probes corresponding to same gene satisfy this condition, the probe with minimum p value was chosen. We repeated this process for data at different time points and combined all filtered genes together to form a matrix with filtered genes and time points with fold change values of all filtered genes inserted at respective time points. In the matrix, there would be many genes with no fold change values at some time points. For these genes, we used the following steps to insert values at these time points (i.e. where these are not >2 fold changed).

Step 2.For the genes with missing values, we went back and searched their probe’s fold change values and in case if we find any two values out of three are outside the interval -1 and 1, we selected those probes and go to step 3. If no probe of the selected gene satisfies above criteria, we then selected those probes which would have values at three samples within -1 and 1 and go to Step 3.

Step 3. The selected probe’s average over three samples were taken if in all three cases the value is greater/less than 0. If multiple probes of a gene satisfied this condition, probe with minimum p value was chosen. If no probe out of selected probes satisfy this condition, probe’s average value over two (out of three) samples with value greater/less than 0 was taken. For multiple probes satisfying this condition, probe with minimum p value was taken. For the probe chosen, if the average value was less than 0.8/greater than -0.8, a dummy number 0.001 was inserted, else the average value was inserted in the matrix.

The resulting matrix contained log fold change values at eleven time points. We combined Day 14 and Week 0 information in following way. If defined perturbed gene as having absolute log fold change >1 and negative (positive) perturbed gene as having log fold change <-1 (>1) at a time point. Now, if a gene’s value in both time points are perturbed in same direction (-ve or +ve), we took average values as merged value. If values are perturbed in opposite direction in two time points, we assigned a dummy number (as used above) to that gene as merged number. If gene’s value is perturbed in only in 1 time point, we used that value as merged value and if value is not perturbed in both time point, we assigned one of the non perturbed value as merged value. Now, we checked, in resulting matrix of 10 time points, if a gene is not perturbed in even a single time point, we removed those genes.

The resulting matrix contained log fold change values at ten time points for 19303 genes. The matrix was clustered using default clustergram function of matlab which uses algorithm of Eisen et al. (Eisen, et al., 1998) resulting in heatmap shown in Fig 1A.

### 4.2 Gene Ontology Biological Process list

The Gene Ontology Biological Process list was obtained from Enrchr Library [7] section under the name ‘GO_Biological_Process’ containing 5192 processes each signifying a set with specific set of genes together totaling 14264 genes. From this list of 5192 processes, we made a list of 816 processes using following method. We included a process in our list only if no other process was a subset of this process. The list of 816 biological process names is provided in S1 Table. We then applied a cutoff such that all processes in our list contained more than 15 genes.

### 4.3 Calculation of es, nes and pvalues

We followed a method as described in [8] to calculate es, nes and pvalues. Briefly, for a list of N genes ranked in descending order according to their absolute log fold change values (for a gene) say at time t and for a process say S containing total genes, the following terms are calculated. The fraction of genes in S (‘hits’) weighted by their fold change and fraction of genes not in S (‘miss’) present upto a given position i are calculated as given in formulas below.

$$P_{hit}(S,i)=\sum_{\begin{array}{l} g_{j}\in S\\ j\leq i \end{array}}\frac{\left|r_{j}\right|}{N_{R}}$$

where $N_{R}=\sum_{\begin{array}{l} g_{j}\in S \end{array}}\left|r_{j}\right|$

$$P_{miss}(S,i)=\sum_{\begin{array}{l} g_{j}\notin S\\ j\leq i \end{array}}\frac{1}{\left(N_{}-N_{H}\right)}$$

Here, r_j_ is the fold change of gene j, N is total number of genes, N_H_ is the number of genes in S. Enrichment score (es) is calculated as maximum plus minimum of *P_hit_* − *P_miss_*. The plot of *P_hit_* − *P_miss_* for a particular process and for fold change values of genes at Day 1 is shown in Fig 1B. Normalized enrichment score was calculated by calculating es for each of 1000 random permutations of N gene labels and getting a distribution of es scores. Pvalues are calculed as the fraction of number of times es obtained is greater/less (according to sign of es as positive/negative) than or equal to actual es score. Normalized enrichment score is calculated by dividing the actual es score by the mean of positive/negative (according to sign of actual es) portion of the null distribution.

## Supporting information

S1 Fig Schematic diagram illustrating the steps used in processing of microarray data. For each gene (represented by one/many probes), its fold change value (FC_1_, log_2_ transformed) at each time point is calculated as in step 1. For the genes where condition of step 1 is not satisfied at some time points (as represented by empty boxes in the matrix), step 2 and step 3 are followed to get the fold change values (FC_2_) and inserted at respective places in the matrix. Then time points t4 and t5 are combined as mentioned in text to give Final Matrix.
(PDF) Click here for additional data file.

S2 Fig Gene set enrichment analysis to find perturbed biological processes. An example of gene set enrichment analysis method is shown for a process receiving high nes value at Day 1. Most instances of genes of this set are present towards left which results in high es and nes value and signifies that most genes of this process are perturbed.
(PDF) Click here for additional data file.

S3 Fig High nes values imply significantly perturbed process and high mean absolute fold change values of its genes. (A) For all the processes the nes values calculated at each time point were plotted against the corresponding–log10 pvalue and shows that as nes values of a process increases the corresponding–log10(pvalue) also increases signifying that process with high nes values are significantly perturbed. (B) Here, for each process, the average absolute fold change of its genes at each time point is calculated and this value is plotted against the nes values of these processes. The plot shows as the nes values of a process increases, the average absolute fold change values of its genes also increases.
(PDF) Click here for additional data file.

S4 Fig Probability of edges. Probability of obtaining given edges by chance is plotted for all edges as well as edges from set of perturbed paths and clearly shows that probabilities are low for edges from set of perturbed paths as compared to total edges.
(PDF) Click here for additional data file.

S1 Table Biological process names. The list of 816 biological process names.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

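The data are 1-colour Agilent 44K arrays of mouse subcutaneous stromal vascular cells, the entry for subcutaneous infiltrating macrophages in Table 4. The diets were a low-fat control diet (LFC), a high-fat diet (HFC) and HFC with 5 μg, 20 μg or 75 μg of the formulation Kal-1 (HF5, HF20 and HF75). Of 40 arrays, 38 were used. They were grouped by diet and time point from their labels. LFC and HFC had 11 arrays each at days 1, 6, 10, 14, 35, 56, 77, 98, 119 and 140, with 2 arrays per diet at day 14, labelled day 14 and week 0, which the methods count as the same time. Weeks 3 to 18 on diet after day 14 were counted as days 35 to 140. HF5 had 6 arrays, and HF20 and HF75 had 5 each. The HF20 and HF75 arrays of week 18 were left out because the labels of each conflict. The liver arrays and those of the other tissues were not analysed here.

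Per the file headers, the deposited intensities were made by Feature Extraction 10.5.1.1, which subtracted the background and corrected spatial trends within each array and did not normalize between arrays. The authors also deposited a table of log2 fold changes against the LFC array of the same time point, which per the paper came from GeneSpring GX. Its values follow the log2 differences of the scanner intensities after a 75th percentile shift of each array, with slopes from 0.980 to 1 over 27 columns, and its LFC columns are 0.

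The intensities were read in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. In the main setting, the log2 intensities were shifted by the 75th percentile of the array, duplicate spots were averaged and spots marked as outliers were dropped. A probe was well above background if at least 50% of its spots were. Intensities not well above background were raised to the lowest level that was, separately for each array. A gene was represented by its probe with the highest mean level and entered at a time point if well above background on at least 1 array compared. This raising has a limit on the LFC array of day 35, where the lowest level is so high that raised values can lie above bright values of another array, and such pairs have no order. A setting that leaves out differences without order was therefore added after the values were seen. The median ratio of spot intensity to background was 4.86, with a range of 1.53 to 55.4 over the arrays. The number of arrays limits the precision, and most diets and time points have 1 array, so their differences have no replicate error.

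For the paths, genes were those printed in Table 3. The es was computed with the formula of the methods on absolute log2 differences, and the nes from 1000 permutations of gene labels. The path score was set against 10000 random lists of the same sizes, matched in 20 bins of mean expression. A percentile above 95 was called high. GO terms of the deposited table were used for processes with at least 5 measured genes. This gave 7 of the 20 path steps. The table annotates 0 genes to the cellular response to interleukin-4.

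Comparisons across time points used limma 3.58.1 in R 4.3.3 with the time point as a block, on probes well above background on at least 50% of the arrays of either diet, with a Benjamini-Hochberg adjusted p under 0.05. The comparisons were HFC with LFC (11 pairs), HF5 with HFC (6 pairs), HF20 with HFC (5 pairs), HF75 with HFC (5 pairs), late with early HFC effects, and HFC with LFC at each time point. The last pools its spread over the 2 residual degrees of freedom that the day 14 arrays give, so lone arrays are assumed to vary like these. The day 14 arrays include the LFC array of that label, with 9104 spots marked as outliers. Each count was set beside the counts from other splits of the arrays, at most 100. Lists were tested with exact two-sided sign-flip permutation tests over the 11 time points. Correlations across arrays have permutation p-values from 100000 resamples.

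The named genes were to be every gene of Table 3, and the 5 largest differences in each direction per limma comparison among probes past the threshold with the same sign in at least 5 of 6 of the pairs. From Table 3, 3 genes per path are printed, and their restriction to genes well above background on both arrays was chosen after the values were seen. The cell type lists, set earlier, were macrophage, M1-type, M2-type, adipocyte, fibroblast, endothelial, T cell, B cell, skeletal muscle, epithelial, erythroid, cell cycle, Y chromosome and Xist. Lists of immediate-early genes, further adipocyte genes, genes that respond to tissue digestion, bone marrow, B cell precursors and lymph node were written later, after the first lists had been seen on these arrays and before their own levels were computed.

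The alternatives were a normexp background correction with an offset of 50, quantile normalization, no filter on dim probes, genes well above background on both arrays, the deposited fold changes, other choices of a gene's probe, a 1.5-fold threshold, unmatched random lists, only genes changed at 1 or more time points as background, the other process of Path1 at day 140, no time point block, the slide as a random block, the t-test of the methods within day 14, a form of it paired over the time points, and each time point or day 14 pair left out in turn. The tests, main settings, named genes rule, first cell type lists and these alternatives were chosen before the data were examined. Scan day as a random block, means over days 35 to 119 only and leaving out the time points with a deviating LFC array were added later. The alternatives for the GO sets were also chosen later.

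The analysis was tested on simulated data. With 200 changed probes of 3 residual standard deviations, limma recovered 184 in the HFC and LFC design, 44 in that of HF5, 2 in that of HF20 and 0 in that of HF75. At 6 standard deviations it recovered 200, 200, 197 and 188. All 100 lists of the most changed genes had a nes above 1, and 4 of 100 random lists had a percentile above 95. Of 100 random lists of 5 genes, 13 had a gene label p under 0.05 in either direction.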

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

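The mean levels of the 14 cell type lists, the shares of changed genes and the array quality gave 57 groups of 5 or 6 arrays in which 1 array was compared with the others by Dixon's test, and 5 of these had an array that stood apart. Which measures to test was settled after the list levels had been computed. Chance alone would give about 1 in 20 groups. Tests chosen only after the result was seen are those of a fault, of dilution and of time on the HF5 array of day 35, of the lowest measurable level at day 77, of a Kal-1 effect on the lists, of explanations for the HF75 probes, and the splits. The further lists used here were written after the first lists had been seen on these arrays. Levels are log2 relative to the 75th percentile of the array. Each of these arrays is the only one of its diet and time point.

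The HF5 array of day 77 had a mean level of -4.12 for the list of M1-type inflammatory genes, against -0.54 to 0.53 on the other 5 HF5 arrays. Genes at the lowest measurable level are argued against, since 7 of the 8 genes were well above background on this array. A further list of 12 adipocyte genes had a level of 4.91 here and 0.56 to 1.28 on the others. The list of genes that respond to tissue digestion was 0.48 here and 3.86 to 5.17 on the others. A candidate explanation is that this sample held whole fat tissue in place of stromal vascular cells. Stromal cells express part of the adipocyte list, and all 12 of its genes were well above background on the others too. The other day 77 arrays had M1-type levels of -3.71 in LFC, -3.08 in HFC, -2.97 in HF20 and -0.75 in HF75. An effect of 5 μg of Kal-1 is argued against, since 2 of 2 day 77 arrays without Kal-1 were also below all other HF5 arrays. The further adipocyte list was 5.30 in LFC, 4.75 in HFC, 4.94 in HF20 and 2.38 in HF75 at day 77, so whole fat tissue may apply to 4 of the 5 arrays of this day. The titles of the LFC, HFC, HF5 and HF20 arrays of this day contain the letters WS, which the title of the HF75 array lacks. The labels do not explain these letters. A change with time on diet stays open and was not tested.

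On the HF5 array of day 35, the fibroblast list was 3.02, against 4.42 to 5.06 on the others, and the endothelial list was -1.81, against 1.65 to 3.12. A fault of the whole array is argued against by the T cell list, which was 1.51 here and -2.83 to -0.38 on the others. An equal dilution of fibroblasts and endothelial cells, alone or with all cells of fat tissue, is argued against too as the whole cause. The change from the median of the others was -4.83 for the endothelial list and -2.02 for the fibroblast list, a difference of -2.81, which is more than the others' range. The further adipocyte list, on which the test of dilution was first set, changed by -0.59. A loss of endothelial cells beyond a dilution stays open. Time on a high-fat diet alone is argued against by the HFC array of day 35, with an endothelial list of 2.10, beside 2.89 in HF20 and 2.20 in HF75. An effect of the dose at this time only was not tested. The lymph node list was at 2.02 on this array and reached 1.75 on another HF5 array.

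On the HF20 array of day 35, the B cell list was 1.02, against -4.21 to -3.13 on the other 4 HF20 arrays, and the endothelial list was 2.89, against 1.25 to 1.51. The lymph node list was 2.49 on this array and -5.15 to -3.37 on the others. The B cell level was high on the other day 35 arrays as well, at 1.45 in HFC, 1.18 in HF5 and 0.75 in HF75, and at 2.17 on the dim LFC array, where 2 of 5 genes were well above background. The HFC level of 1.45 argues against an effect of 20 μg of Kal-1. The lymph node list was 2.75 in HFC, 2.02 in HF5 and 2.60 in HF75 at day 35. A candidate explanation of the B cell level is lymph node tissue in the samples of this day, since lymph nodes can lie in subcutaneous fat, and an inflow of lymphocytes into the fat stays open. For the endothelial level, whole fat tissue on all of the others is argued against, since the further adipocyte list was higher on 3 of the 4 only. The other technical explanations of the endothelial level were not tested.

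The paper does not report a comparison of HF75 with HFC. Over 5 pairs, limma called 293 of 28910 probes at an adjusted p under 0.05, 234 higher and 59 lower in HF75, and 4208 at an unadjusted p under 0.05. Of these, 292 had the same sign in 5 of 5 pairs. The largest positive log2 differences were those of XM_001472625 (6.81, standard error 1.09, limma adjusted p = 0.0442), Chrna9 (6.63, standard error 0.47, adjusted p = 0.00966), Olfr1199 (6.54, adjusted p = 0.0110), LOC676314 (6.50, adjusted p = 0.00665) and Polq (6.40, adjusted p = 0.00665). These 5 were well above background on 3 of the 5 HFC arrays, so their differences depend on the lowest measurable level. The largest negative were those of Arsi (-3.17, adjusted p = 0.0147), Adamts2 (-3.04), Angptl2 (-2.92), Pcsk6 (-2.67) and LOC100045067 (-2.47). These were well above background on 4, 3, 3, 3 and 2 of the 5 HF75 arrays, so they depend on that level too. The call rests on single time points. Without day 35 the count was 0 (3071 at an unadjusted p under 0.05), without day 56 it was 11, without day 119 it was 35, and without day 98 there were 104 higher and 1 lower. With no time point block it was 1. Of the 16 ways to swap diets within time points, only the real one gave as many, 1 of 16, which cannot give a share under 0.05, so chance cannot be excluded.

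The HF75 arrays were dimmer, with 75th percentile intensities of 441 to 733 against 713 to 1623 on HFC at the same time points. Over the 22 LFC, HF5 and HF20 arrays, which are outside the comparison, the level of the higher probes relative to the lower ones fell with the 75th percentile intensity, with Spearman's rho of -0.360 (permutation p = 0.0996, adjusted over 3 relations 0.0996) and Pearson's r of -0.498 (permutation p = 0.0124, adjusted 0.0186). Without the 2 farthest arrays r was -0.385 (permutation p = 0.0930) and rho was -0.438 (permutation p = 0.0541, adjusted 0.0812). Within the comparison, signal level cannot be told apart from an effect of the dose, because the HF75 arrays are also the dimmer ones. Outside it, a dim array did not always have a high level. On the LFC arrays of days 6 and 10, with 75th percentile intensities of 390 and 436, the higher probes were at -5.64 and -5.14. They were at 0.26 on the HF5 array of day 98 (557) and at -1.72 on the HFC array of day 140 (282). The higher probes were at or above their HF75 median of -0.94 on 3 of the 33 arrays without 75 μg of Kal-1. Of these, 1 is the dim LFC array of day 35, where raised values lie above that level by construction, and 1 is the deviating LFC array labelled day 14. This leaves the HF5 array of day 98, at 0.26, and 1 array does not decide whether the rise needs 75 μg. The LFC array of day 119, at -1.13, and the HFC array of day 140, at -1.72, were below that median and above the lowest HF75 array, at -1.98. The median difference of the higher probes from HFC was 3.71 in HF75, 0.73 in HF5 and -0.20 in HF20. An effect that grows evenly with the dose cannot be told apart from one above a threshold dose, since these probes were chosen for HF75 and the HF20 differences go both ways, from -3.21 at day 98 to 2.22 at day 77.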

How the results depend on the processing

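Most alternatives were set before the values were seen. The settings that leave out differences without order, compare days 35 to 119 only, use scan day as a block, or leave out week 3 with the pair labelled day 14, and all those for the GO sets, were chosen after seeing the data. Causes of the changes below were not tested, except that leaving out time points, the filters and the other probes change which arrays or genes are used.

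The highest mean nes of Path1 among the 4 macrophage datasets, 1.22 in HF5, was 1.07 to 1.44 with each time point left out, 0.968 with no filter on dim probes, 0.624 with genes well above background on both arrays, 0.965 with the deposited fold changes, 1.07 against changed genes only and 1.02 without differences lacking order. HF75 held the highest value under 2 of 21 alternatives, with normexp and without day 77, and HFC in 1, over days 35 to 119 (1.30). That of Path2, 1.01 in HFC, was 0.914 to 1.43 with each time point left out, 0.720 with normexp (highest in HF20), 0.887 with quantile normalization (highest in HF75), 1.24 with genes well above background on both arrays, 1.54 with the probe of the largest difference, 1.31 with the mean of the probes, 0.988 without differences lacking order and 1.47 over days 35 to 119. HF75 also held the highest value of Path2 with no filter on dim probes (1.03), with the deposited fold changes (1.01) and without day 98 (1.43), and HF5 without day 77 (1.23).

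The mean nes stayed within the standard deviation of the day 14 pairs in 22 of 53 values with a time point or pair left out, with 2 changes of sign, and in 23 of 77 under the other settings, with 2. The path score did so in 43 of 53 and 42 of 74. These standard deviations come from HFC, the only dataset with day 14 arrays, and are no replicate error for the Kal-1 datasets. Values that a setting cannot change by construction are not counted. By dataset, the mean nes of Path1 ranged over the planned settings other than left-out time points from 0.406 to 1.15 in HFC, 0.624 to 1.29 in HF5, -0.346 to 0.675 in HF20 and 0.513 to 1.35 in HF75, and that of Path2 from 0.598 to 1.54 in HFC, 0.315 to 0.905 in HF5, 0.226 to 0.824 in HF20 and 0.661 to 1.48 in HF75. With each time point left out, it ranged for Path1 from 0.5679 to 1.04 in HFC, 1.03 to 1.44 in HF5, -0.0604 to 0.775 in HF20 and 0.664 to 1.30 in HF75, and for Path2 from 0.909 to 1.28, 0.611 to 1.23, -0.0124 to 0.873 and 0.434 to 1.43 in the same order. The HF20 mean of Path1 changed sign with quantile normalization (-0.346), without differences lacking order (-0.160) and without day 56, and that of Path2 without day 119.

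The percentile of the path score of Path1 in HFC rose from 51.4 to 96.9 with the probe of the largest difference, which favours genes with many probes. In HF5 that of Path1 fell below 95 with normexp (93.8) and with genes well above background on both arrays (56.8), and that of Path2 rose above it with no filter on dim probes (95.6), the deposited fold changes (95.7) and genes well above background on both arrays (96.6). In HF75 that of Path2 fell to 63.1 without day 77. In all, 52 of 53 percentiles with a time point or pair left out and 76 of 82 under the other settings stayed on their side of 95. The counts of Table 3 genes stayed within 1.5 times in 62 of 72 comparisons with an alternative, and in all 4 without a day 14 pair. A process nes of GO sets counted as moved when it changed by more than the standard deviation of the day 14 pairs. For Path2 this was 0, because no set of Path2 was used at day 14, so any change counted. The process nes of GO sets did not move in 12 of 64 values under the other settings and changed sign in 7. That for Path2 in HFC, -0.473, was 0.980 with normexp, 0.970 with quantile normalization, 0.286 with no filter, 0.992 with genes well above background on both arrays, 0.279 with the deposited fold changes, 1.29 with the probe of the largest difference and 0.453 with the mean of the probes.

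The share of changed genes per time point stayed within 1.5 times its value in 191 of 208 comparisons. The log2 differences of the 6 named genes kept their sign in all 18 comparisons that can change them, and Rpl39 moved to -1.02 with normexp and to -0.06 with quantile normalization. The correlation of the 2 day 14 pairs moved from -0.217 to -0.132 with quantile normalization. None of the 14 cell type lists passed an adjusted p of 0.05 under normexp, quantile normalization or with each time point left out.

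In limma, the 293 probes between HF75 and HFC were 178 with no filter on dim probes, 1 with no time point block and 0 to 242 with each time point left out, lowest without day 35. They were 248 with normexp, which moved the median difference of all probes to -0.23 and gave 238 higher and 10 lower, 344 with quantile normalization, 286 with the deposited fold changes and 362 with scan day as a block. Late against early HFC effects gave 4908 probes with normexp and 0 in every other setting run. Normexp moved the median difference from -0.50 to 0.70, and 4815 of those probes were higher. HFC against LFC at each time point gave 876 with normexp and 0 with quantile normalization. The comparisons of HFC with LFC, HF5 with HFC and HF20 with HFC gave 0 in limma under every alternative run, with 397 to 1760, 398 to 8253 and 1111 to 10054 probes at an unadjusted p under 0.05. The slide as a random block could not be fitted for HF20 and HF75. Dim arrays limit what can be measured, as on the LFC array of day 35 with 17.2% of probes well above background.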

Differences from the paper's values

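The tests in this part were set before the data were examined, apart from the settings without differences lacking order and over days 35 to 119. The methods of the paper state that the experiment was repeated 3 times and gave 3 values per time for each tissue. For the macrophages, 1 array per diet and time point was found, with 2 at day 14 under separate labels, and no alternative bears on this count.

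The lowest mean nes of Path2 among the other datasets is about 0.76 in Fig 5B, read by eye. Among the 4 macrophage datasets, the lowest was 0.262, in HF20. Values were taken to differ when one was more than 1.5 times the other and the gap was more than 0.0217, the standard deviation of the day 14 pairs, or when the signs differed. This standard deviation comes from HFC means. HF20 has no day 14 array, so 0.0217 is no replicate error for the HF20 mean. The HF20 mean rests on the genes printed in Table 3 and not on the full processes behind Fig 5B. It includes an nes of -2.18 at day 98, where adipocyte genes were higher on the LFC and HF20 arrays than on those of the other diets. Among the alternatives set before the data were examined, the lowest mean was 0.866 without day 98, 0.535 with genes well above background on both arrays, 0.824 with the probe of the largest difference and 0.770 with the mean of the probes, and the difference no longer met the criteria. Under the other alternatives it did, with values from -0.0124 to 0.331.

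The paper places the liver dataset above all other datasets for both paths, at about 1.4 in Fig 5A and about 1.5 in Fig 5B, read by eye. The liver dataset was not analysed here. On the Table 3 genes, the highest macrophage mean was 1.22 for Path1 and 1.01 for Path2, below these values. The settings that reached them were the leave-one-out without day 119 for Path1 in HF5 (1.44) and the probe of the largest difference for Path2 in HFC (1.54). Over days 35 to 119, a setting chosen after seeing the values, the mean of Path2 in HFC was 1.47.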

Other observations

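Tests chosen only after the result was seen are the splits of the arrays, the likeness of the LFC arrays, the diet effect shared by time points on immediate-early genes and their relation with adipocyte genes, the day 14 arrays, the Xist tests, the likeness of the HFC array at day 35, and the fault and spleen tests at day 140. Levels are log2 relative to the 75th percentile of the array.

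Over 11 time points, limma called 0 of 29215 probes between HFC and LFC, with 820 at an unadjusted p under 0.05, and a test paired over the time points, which the paper does not use, also called 0 after adjustment, with 748. As many were called in 100 of 100 swaps of diets within time points. Between HF5 and HFC limma called 0 of 29200 (1507 unadjusted), as in 32 of 32 swaps, and between HF20 and HFC 0 of 30831 (3649 unadjusted), as in 16 of 16. Between late and early HFC effects it called 0 (1240 unadjusted), as in 100 of 100 splits. Every swap or split reaches a count of 0, so these numbers say nothing about chance. In simulated data, changes of 3 standard deviations were recovered for 184 of 200 probes in the HFC and LFC design and for 2 of 200 in that of HF20. At each time point, with the spread of the day 14 arrays, limma called 0 with 12023 at an unadjusted p under 0.05 in sum. At day 14 limma gave 23 unadjusted, and the test of the methods gave 163 unadjusted and 0 after adjustment. The spread of the day 14 arrays includes the LFC array labelled day 14, with 9104 spots marked as outliers. The prior standard deviation from that spread was 1.02 on the log2 scale. The lack of calls at each time point thus does not argue against a diet effect there.

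The share of genes changed at day 14 was 80.6% for the pair labelled day 14 and 6.45% for that labelled week 0. The 2 LFC arrays of day 14 had a rank correlation across probes of 0.461 and the 2 HFC arrays one of 0.928. A candidate source of the difference is the LFC array labelled day 14. Its median rank correlation with all other arrays was 0.471.

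Day 35 had the largest share of changed genes in all 4 datasets, which share the dim LFC array of that day. Against HFC in place of LFC, day 35 was largest in 1 of 3 Kal-1 datasets (35.6% in HF5). By this count the shared LFC array cannot be told apart from a change common to the high-fat diets, which would also be lost against HFC. A change of most genes on the HFC array is argued against as the whole cause. Its median rank correlation with the other arrays was 0.932, and that of the LFC array was 0.447. The HFC share of 69.0% at day 35 was 19.2% with normexp. The LFC array is thus a candidate source, and a smaller change at day 35 stays open. The 4 time points with both diets on 1 slide had 7715.5 genes changed (SD 6348, n = 4) and the 7 with the diets on different slides 9650 (SD 4841, n = 7), exact permutation p = 0.558. This number of time points leaves an effect of slides open. The share of changed genes fell as the LFC array was more alike the other arrays, with Spearman's rho of -0.682 over 11 time points (permutation p = 0.0247, adjusted over 3 relations 0.0741) and Pearson's r of -0.774 (adjusted 0.0024). Without the 2 farthest arrays rho was -0.433 and r -0.633, so the rank relation rests in part on these. Both measures use the same LFC arrays.

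None of the 14 cell type lists differed between HFC and LFC after adjustment over the lists (lowest adjusted p = 0.636, exact permutation tests). The endothelial list was higher in HFC at 9 of 11 time points, with a mean difference of 1.02 (exact permutation p = 0.0479). The mean differences of the others were 0.19 for macrophage, 0.65 for M1-type, 0.55 for M2-type, 0.92 for adipocyte, 1.16 for fibroblast, 0.03 for T cell, -0.59 for B cell, 0.09 for skeletal muscle, -1.07 for epithelial, 0.63 for erythroid, -0.50 for cell cycle, 0.23 for Y chromosome and -6.98 for Xist, which was measured at 2 time points only. Without day 140, where the LFC array stands apart, the differences were 0.28 for fibroblast, 0.16 for adipocyte, 0.53 for endothelial and -0.09 for cell cycle.

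Xist was high on the LFC array of day 1. A fault of 1 spot is argued against, since 4 of 4 Xist probes were well above background, and so is RNA from female mice alone, since 3 of 4 Y chromosome genes were. The Y chromosome genes had a median difference of -0.84 from the median of the other arrays. RNA from mice of both sexes is a candidate explanation. No biological explanation was tested.

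Fos was higher in HFC at day 77. The 12 other immediate-early genes had a median difference of 2.58 there, 12 of 12 higher and at percentile 100 of random lists, and 12 of 12 were higher with normexp and with quantile normalization. The Fos difference may thus be part of a response of immediate-early genes in general, which tissue handling can start. Over 11 time points the list was higher at 7 and lower at 4, with a mean difference of 1.24 (exact permutation p = 0.122). The largest median differences were -4.16 at day 1 and 4.88 at day 98. An effect of the diet shared by the time points cannot be told apart from handling of single samples in this design. The difference of the immediate-early genes and that of the further adipocyte list had Spearman's rho of -0.327 over 11 pairs (permutation p = 0.327) and Pearson's r of -0.372 (permutation p = 0.255). Without the 2 farthest pairs these were -0.283 and -0.396. Whole fat tissue on one of the arrays compared stays open over the time points, and the weak correlation does not argue against it. The 11 pairs include the LFC arrays of day 35, of the label day 14 and of day 140, which stand apart. The differences of both lists were positive there, and both were negative at week 0 and at days 56 and 119. They had opposite signs at days 1, 6, 10, 77 and 98. At day 77 the further adipocyte list was high on both arrays, at 5.30 on LFC and 4.75 on HFC. At day 98, where Adora1 was lower in HFC, the further adipocyte list was 5.28 on the LFC array and 1.87 on HFC.

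The LFC array of day 140 had levels of -5.22 for the fibroblast list, -3.21 for endothelial and -5.03 for adipocyte, lower than all 37 other arrays. The cell cycle list was 2.92 and the erythroid list 6.52, the highest of all arrays. A fault of the array is argued against by the macrophage list, at 1.49 against a median of 0.75 on the others. The bone marrow list was 3.15, and at most 0.64 on the others. Cebpe was 5.09 here, with a median of -2.15 on the others. RNA of bone marrow is a candidate explanation. B cell precursor genes, the test first set to part bone marrow from spleen, decide nothing by their number, since 5 of 6 were well above background here and a median of 4 on the others. Their level of -2.20 was 2.43 above the median of the 35 arrays other than the LFC arrays of day 35 and of the label day 14, and higher on 0 of the 35, which was seen after the test. The B cell list took the place of the first test after the values were seen. It was 0.59 here, 3.43 above the median of the others, and higher on 7 other arrays, among them those of day 35 with lymph node transcripts. Spleen cannot be told apart from bone marrow by this list. All day 140 differences in HFC and HF5 use this array.

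The lymph node development genes of Path1 at day 119, Cxcr5 and Ltb, were higher in HFC. The lymph node list had a mean difference of 4.10, 7 of 7 genes higher, at percentile 100 of random lists, and 7 of 7 with normexp and quantile normalization. Glycam1 was -2.32 on the LFC array and 3.78 on HFC. Lymph node tissue on the HFC array and less on the LFC array is a candidate explanation, and an inflow of lymphocytes stays open.

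With the GO sets of the deposited table, the process nes averaged over the time points with a set was 0.980 for Path1 and -0.473 for Path2 in HFC, 0.918 and 0.644 in HF5, 0.964 and 1.24 in HF20, and 0.940 and 0.627 in HF75. The HFC value of Path2 comes from 1 set with an nes of -4.29 at day 6, beside 1.15 at day 10 and 1.72 at day 119. The values of HF20 and HF75, and that of Path2 in HF5, are those of 1 set, at day 119.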
